A study of Parhyale hawaiensis with 7 samples. Its data were reported in "The Maternal Transcriptome of the Crustacean Parhyale hawaiensis Is Inherited Asymmetrically to Invariant Cell Lineages of the Ectoderm and Mesoderm" (2013).

How the data were processed

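RNA was compared between 2 pools of blastomeres taken from the 8-cell embryo of Parhyale hawaiensis, an amphipod crustacean in which each blastomere of this stage has a fixed germ layer fate. The first pool held the 3 macromeres that give rise to the ectoderm, and the second held the remaining progenitors of mesoderm, endoderm and germline. Per the labels and the authors' methods, dissected cells were extracted in Trizol, and the RNA was amplified, labelled with Cy3 or Cy5 and hybridised as 2-colour pairs to a custom Agilent array of expressed sequence tags (ESTs). Each of the 7 arrays carried both pools. Per the labels, arrays 1 and 2 were biological replicate 1 and arrays 3, 4 and 5 were biological replicate 2, all with the ectoderm pool in Cy5. Arrays 6 and 7 were biological replicate 3, with the ectoderm pool in Cy3. The authors split technical replicates before hybridisation, so arrays of a replicate share the labelled extract and were counted once. The file headers placed 3 arrays on slide 1 and 4 on slide 2, and scan files gave 1 print-tip group per array.

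The scans were quantified by the authors with Agilent Feature Extraction, version 9.5 per the labels and 9.5.3.1 per the file headers. Per the file headers, the spot columns used first are intensity values on a linear scale, namely the mean pixel signal of a spot and the median of its local background in each dye, with no normalization. Background-subtracted and dye-normalized intensity columns were also deposited and served as alternatives. Per the file headers, the software's own ratio is the log10 of processed Cy5 over Cy3 signal, and it was converted to log2 for an alternative. Spot flags for saturation, outlier pixels and signal well above background were taken as deposited. A target counted as well above background on an array where any of its spots was so in both dyes.

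The authors' deposited table gives, for each contig or unassembled EST, a log2 ratio of the rest over the ectoderm pool and an average log2 signal. It also holds a moderated t, which is a score deposited by the authors, with its p-value and a deposited adjusted p-value. According to the methods the authors applied normexp with an offset of 50, print-tip loess, Aquantile between arrays, means over repeated spots, median polish over the probes of a target and limma. The limma version behind that table is not given in the sources used here. The sign of the deposited log2 ratio was turned here, so that a positive value always means higher in the ectoderm progenitors. The deposited adjusted p was recomputed from the deposited p-value and matched the Benjamini-Yekutieli adjustment to within 9.01e-05, while it differed from Benjamini-Hochberg by up to 0.893.

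The scanner values were refitted in R 4.3.3 with limma 3.58.1 along the same steps, which were chosen before the data were examined. Background was corrected by normexp with an offset of 50, control spots had weight 0 in the loess, and spots with an outlier flag were left out. Loess ran over the single print-tip group of each array, and Aquantile between arrays changed average signals and no ratios. Repeated spots were averaged, and probes of an EST were summarised by median polish with up to 50 iterations. After the data were seen, ESTs of 1 sequencing plate were also kept apart by read direction, because the average signal correlated with the deposited one at r = 1.000 for the same suffix and at r = -0.0827 for the other suffix over 366 targets. Of 9385 EST targets, 181 antisense controls and 103 targets with a missing replicate were left out, and 9101 were tested. Contigs of several ESTs were not rebuilt, since the assignment of ESTs to contigs was not used here, and contig values therefore come from the deposited table alone. By name, 5021 of the 6386 deposited targets were matched.

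Technical arrays were averaged to 1 value per biological replicate, and limma tested the mean log2 ratio over 3 replicates against 0, two-sided, with Benjamini-Hochberg adjustment at 0.05. The antisense targets had a mean log2 signal of 7.02 with an SD of 1.06, and their mean plus 3 SD, 10.19, served as an expression cut-off in alternatives. The number of arrays limits the precision of every value. The 7 arrays had 5860 to 8496 spots well above background in both dyes and 30 to 79 saturated spots.

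Because replicates labelled with opposite dyes correlated negatively, all groupings of the 7 arrays into extracts and all signs were tried, 14214 arrangements, and each was set against the deposited log2 values of 5097 targets. The best arrangement, added after the data were seen, made arrays 1, 2 and 6 extract A and arrays 3 and 7 extract B, both with the ectoderm pool in Cy5. It made arrays 4 and 5 extract C with the ectoderm pool in Cy3. Every comparison was run with the labels and again with this arrangement, called here the arrangement of the deposited table. Cy5 over Cy3 ratios of arrays 6 and 7 nearly repeated those of arrays 1 and 3 (r = 0.943 and 0.957), and the labels turn the sign between them. Means with the labels therefore partly cancel and their SDs are widened. A result that did not pass with the labels does not show equal sharing between the pools.

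The 25 gene lists were fixed as words sought in descriptions and GO terms, so a list can hold unrelated targets that share a word, and a list needed at least 5 measured members. They covered germline and germ plasm, germ layer and signalling genes of interest, mitochondrially encoded respiratory chain, nuclear encoded oxidative phosphorylation, cytosolic ribosomal proteins, mitochondrial ribosomal proteins, translation factors, cytoskeleton, cell cycle and mitosis, chaperones, proteasome and ubiquitin, RNA binding and splicing, histones and chromatin, vesicle traffic and lysosome, yolk and lipid storage, cuticle with chitin and chorion, and retroelements. Markers of muscle, of haemolymph and hepatopancreas and of neural tissue stood for cell types foreign to this stage. Serine proteases and peptidases, zinc finger proteins, ion transport, generation of precursor metabolites and energy, and the in situ hybridisation targets were chosen by the study on these samples. Shifts were tested with limma's camera at a preset correlation of 0.01 and at an estimated correlation, with fry, and with cameraPR on the deposited t after leaving out extended contigs listed beside their contig.

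Named genes followed a rule with 4 parts. The first took up to 10 targets per direction by p among those past the threshold with the same sign in all 3 replicates, filled where too few passed by targets with the same sign on all 7 arrays above the antisense cut-off and an informative description. The others took the genes of interest and in situ targets of the study, up to 3 members per list with the smallest p, and the 5 per direction with the smallest deposited p and an informative description. Further members are named where a list call rests on them, and these were chosen after their values were seen.

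The steps were tested on simulated data with 9101 targets and 100 changed targets per effect size. The spread between extracts was set to the SD of their measured means, which already holds technical noise, and technical noise was added again. The simulated spread was therefore larger than that of these arrays. Recovery by the fit over replicates may be understated, and unchanged targets called with the technical spread may be overstated. Under the arrangement of the deposited table the fit over replicates recovered 5% of targets changed by a log2 of 0.5 and 84% of those changed by 1, with 6 of 8901 unchanged targets called. The fit with the spread between technical arrays recovered 94% and 99% of them and called 1494 unchanged targets. With no biological spread simulated, the fit over replicates recovered 74% and 94% with 3 unchanged targets called, and the technical spread recovered 90% and 98% with 10.

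The alternatives changed the treatment of technical arrays, a dye intercept, the adjustment, the background correction, the normalization within and between arrays, the probe summary, filters on dim targets, the slide as a block, and each replicate left out in turn. Removal of array 4, outlier spots kept, the oxidative phosphorylation list without vacuolar ATP synthase members, cameraPR on deposited values and the arrangement of the deposited table were added after seeing the data. Figures were drawn with Python 3.11.15, matplotlib 3.10.9 and numpy 2.4.6. Genome positions are not given, because no genome was used here.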

Results

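Maternal RNAs of the 8-cell embryo of Parhyale hawaiensis were compared between the 3 ectoderm progenitor macromeres and the rest of the embryo, the progenitors of mesoderm, endoderm and germline. The question was which RNAs are shared unequally between these founder cells before the germ layers form. The array held 15744 spots, of which 15208 were not controls, with 14158 probes for 9067 ESTs. The 7 arrays all belonged to this comparison and, per the labels, came from 3 biological replicates with 2, 3 and 2 arrays. Before background correction the median Cy3 intensity was 130 on array 4 and 209 on array 1, and the median Cy5 intensity ranged from 93.6 on array 4 to 146 on array 5. In both dyes and on all arrays 3177 spots were well above background.

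In the authors' deposited table, 36 targets were higher in the ectoderm progenitors and 32 were higher in the rest at adjusted p under 0.05, out of 6386 targets, or 33 and 31 when an extended contig listed beside its contig was counted once. The log2 ratios of these calls in the authors' deposited table had sizes between 0.28 and 0.95 with a median of 0.40. Directions are those in the header of that table. They are not settled by the dyes in the labels, since the log2 ratio of ectoderm over rest in labelled replicate 3 correlated with that of replicates 1 and 2 at r = -0.473 and r = -0.343 over 9101 targets. With the arrays arranged as the deposited table requires, all 45 calls that could be matched and tested here had the deposited direction in the mean of the 3 extracts, and with the labels 23 had it. The count of 45 was fixed in advance, because that arrangement was chosen for its fit to the deposited log2 values. It does not bear on which direction holds.

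The smallest p on the ectoderm side belonged to the undescribed Ph-cg1295 and to cytochrome oxidase subunit i. Cytochrome oxidase subunit i, the catalytic core subunit of the terminal respiratory complex, had a log2 ratio of 0.76 in the authors' deposited table (Contig0520, adjusted p = 0.00213), which is 1.70-fold. NADH dehydrogenase 1 beta subcomplex 3, a subunit of respiratory complex I, stood at 0.63 (adjusted p = 0.0133) in the authors' deposited table, and the lipid-binding subunit of ATP synthase, which forms its proton channel, at 0.43 (Contig0904, adjusted p = 0.0129). A histone-lysine N-methyltransferase, an enzyme that methylates histone tails, was at 0.61 (adjusted p = 0.00933) in the authors' deposited table. Ph-cg0548, a small glycine-rich protein described in the table as a pe-pgrs family protein, was at 0.61 (zamn02_K22_085, adjusted p = 0.00943) in the authors' deposited table. The undescribed Ph-cg1295 reached 0.72 (zaFBplate1_E16_060_F, adjusted p = 0.00213) in the authors' deposited table. The study gives that name in another place to a different EST, so its identity is ambiguous. This other EST was at 0.71 (zaFBplate1_B21_095_F, adjusted p = 0.00213) in the authors' deposited table. Ph-cg0667 reached 0.56 (zamn01_E08_028, adjusted p = 0.0110) in the authors' deposited table.

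The refit of the arrays gave most of these ectoderm calls unequal values between extracts. Under the arrangement of the deposited table Ph-cg0548 had log2 ratios of 0.87, 0.77 and 0.20 in extracts A, B and C (mean 0.61 ± 0.36, SD, n = 3, limma adjusted p = 0.925). Ph-cg1295 (zaFBplate1_E16_060_F) had 0.88, 1.18 and 0.09 (0.72 ± 0.56, SD, n = 3, limma adjusted p = 0.925), the EST zaFBplate1_B21_095_F had 0.86, 1.22 and 0.04 (0.71 ± 0.60, SD, n = 3, limma adjusted p = 0.925), and the histone-lysine N-methyltransferase had 0.60, -0.21 and 1.45 (0.61 ± 0.83, SD, n = 3, limma adjusted p = 0.997). NADH dehydrogenase 1 beta subcomplex 3 had 0.91, 0.65 and 0.60 (0.72 ± 0.17, SD, n = 3) and was not tested in the refit, because its value in labelled replicate 1 was missing. Its value in extract A therefore rests on array 6 alone. Under the labels the means of Ph-cg0548 and Ph-cg1295 were 0.03 ± 0.86 and 0.06 ± 0.98 (SD, n = 3), with limma adjusted p = 1.000 for each. Spots of Ph-cg1295 and Ph-cg0667 were saturated on 7 arrays and those of Ph-cg0548 and zaFBplate1_B21_095_F on 6, and the methyltransferase probe lay below the antisense cut-off at an average log2 signal of 7.89.

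On the other side the smallest p belonged to Ph-cg0294, the 52 kda ro protein and serine acetyltransferase. Ph-cg0294, described as erythrocyte membrane protein 3, had the largest size of all calls in the authors' deposited table at -0.95 (Contig0106, adjusted p = 0.00205), which is 1.93-fold higher in the rest. The 52 kda ro protein, a ubiquitin ligase of the TRIM family, was at -0.69 (adjusted p = 0.00331) and serine acetyltransferase, an enzyme of cysteine synthesis, was at -0.68 (zaFBplate1_K23_086_F, adjusted p = 0.00467) in the authors' deposited table. Chromatin licensing and DNA replication factor 1, which loads the replicative helicase, and vacuolar protein sorting protein 33b, which acts in membrane fusion, were both at -0.56 (adjusted p = 0.00775 and 0.0129) in the authors' deposited table, where another EST of the sorting protein was at -0.61 (adjusted p = 0.0156). Heat shock cognate 70, a constitutive chaperone, was at -0.44 (Contig0513, adjusted p = 0.0145) and proliferating cell nuclear antigen, the sliding clamp of DNA polymerase, at -0.29 (Contig0867, adjusted p = 0.0489) in the authors' deposited table.

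In the refit the 5 of these calls of the rest that could be matched kept their sign in every extract of the arrangement of the deposited table. They had been called on the mean over these extracts, so a shared sign was favoured in advance. The ectoderm calls refitted above also kept their sign, except the methyltransferase. Some other calls of the rest did not, such as a transposase homologue with -0.88, -0.41 and 0.20 in extracts A, B and C. Under the arrangement of the deposited table the replication licensing factor had log2 ratios of -0.62, -0.78 and -0.47 in extracts A, B and C (-0.62 ± 0.16, SD, n = 3, limma adjusted p = 0.478), and the 52 kda ro protein had -0.71, -0.96 and -0.35 (-0.68 ± 0.30, SD, n = 3, limma adjusted p = 0.682). Serine acetyltransferase had -0.41, -0.99 and -0.65 (-0.68 ± 0.29, SD, n = 3, limma adjusted p = 0.682) and vacuolar protein sorting protein 33b had -0.50, -0.30 and -0.89 (-0.56 ± 0.30, SD, n = 3, limma adjusted p = 0.925), with -0.45, -0.43 and -0.96 for its other EST (-0.61 ± 0.30, SD, n = 3, limma adjusted p = 0.910). The probes of the first EST of vacuolar protein sorting protein 33b were well above background on 6 of the 7 arrays, and its average log2 signal of 7.75, that of the other EST, 8.40, and that of serine acetyltransferase, 10.09, lay below the antisense cut-off. With a dye intercept the replication licensing factor (-0.58, limma adjusted p = 0.0484) and vacuolar protein sorting protein 33b (-0.65, limma adjusted p = 0.0283) passed. In that fit extract C is alone in its dye orientation and the spread comes from extracts A and B, and it also called targets set by extract C alone, such as zaFBplate1_F10_043_R. Under the labels the means of the replication licensing factor, the 52 kda ro protein, serine acetyltransferase and the ESTs of the sorting protein were 0.03 ± 0.68, 0.03 ± 0.78, 0.12 ± 0.53, 0.18 ± 0.56 and 0.23 ± 0.49 (SD, n = 3), each with limma adjusted p = 1.000.

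The germline helicase Ph_vasa was called higher in the rest, at -0.35 (adjusted p = 0.0190), in the authors' deposited table, and a vasa-like contig was at -0.34 (Contig0647, adjusted p = 0.0215). Their average log2 signals there were 12.91 and 12.89. Whether both entries measure the same transcript was not tested, so the germline list may count a gene more than once. The refit of Ph_vasa gave -0.22, -0.35 and -0.44 in extracts A, B and C (-0.34 ± 0.11, SD, n = 3, limma adjusted p = 0.925), and a mean of 0.08 ± 0.27 (SD, n = 3, limma adjusted p = 1.000) with the labels. Ph_nanos, which represses translation in germ cells, had -0.12 (adjusted p = 0.723) in the authors' deposited table and was not called, and a second nanos EST had -0.22 (zaFBplate1_E23_092_F, adjusted p = 0.163). Of 10 members of the germline and germ plasm list in the authors' deposited table, 5 were higher in the ectoderm progenitors, 0 were called there and 2 in the rest, and adjusted over the list alone 1 and 5 were called. Its median was -0.06 and cameraPR gave an adjusted p of 0.000306 on the authors' deposited table, which rose to 0.578 on ranks. In the refit under the arrangement of the deposited table the list median was 0.01 and its mean -0.06, with the camera direction toward the rest (camera adjusted p = 0.865). The median turned to -0.08 with the ratio of Feature Extraction, to -0.31 with median centring and to -0.14 with targets well above background on 4 arrays.

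Genes of interest for germ layer formation were mostly near background and none was called. The 8 Wnt targets, ligands of a signalling pathway that patterns early embryos, had average log2 signals of 6.49 to 7.39 and all lay below the antisense cut-off. The genes of interest had 45 to 49 spots each, and any spot well above background in both dyes counted for an array. By that measure Ph_Wnt-B, with 46 spots, was the only Wnt target well above background on all 7 arrays. Its average log2 signal was 7.39 in the refit and 6.52 in the authors' deposited table, where its log2 ratio was 0.02 (adjusted p = 1.000). Ph_GATA, a transcription factor of the endoderm lineage in many animals, and Ph_Wnt-Y were not well above background on any array. Ph_brachyury, Ph_midline and Ph_tinman, transcription factors of mesoderm and ectoderm patterning, were well above background on 1, 1 and 2 arrays. Ph_armadillo, the beta-catenin of this animal, was at -0.10 and Ph_PL10, a helicase related to vasa, was at 0.06 in the authors' deposited table, each with an adjusted p of 1.000. In the refit under the labels the same 2 targets had means of 0.02 ± 0.12 and 0.03 ± 0.12 (SD, n = 3, limma adjusted p = 1.000 for each). The germ layer and signalling list was matched by words and also held unrelated targets such as ATP synthase delta and a subunit of DNA polymerase delta. Of its 48 members in the authors' deposited table, 14 were higher in the ectoderm progenitors and 0 were called, over all targets and also when adjusted over the list alone (cameraPR adjusted p = 0.814).

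Genes of energy production were tested as groups. Of 103 members of nuclear encoded oxidative phosphorylation in the authors' deposited table, 68 were higher in the ectoderm progenitors, and 8 were called there against 0 in the rest. Of these calls 6 were subunits of the respiratory chain and ATP synthase and the others belonged to a vacuolar proton pump matched by the same words. They included ATP synthase e chain at 0.34, cytochrome c oxidase subunit vic at 0.33 (Contig0450) and a pair of ESTs of vacuolar ATP synthase subunit h, part of the proton pump of acidic organelles, at 0.50 and 0.41 in the authors' deposited table. Adjusted over the list alone 22 members were higher in the ectoderm progenitors and 3 in the rest. The list median was 0.05 and cameraPR gave an adjusted p of 1.45e-06 on the authors' deposited table and 0.00450 on ranks. Without its 15 vacuolar members, a choice made after the values were seen, 58 of 88 were higher in the ectoderm progenitors in the authors' deposited table, 6 were called there and 0 in the rest (cameraPR adjusted p = 1.53e-05, or 0.00798 on ranks). In the refit under the arrangement of the deposited table, 47 of 70 members were higher in the ectoderm progenitors, with a median of 0.03 (camera adjusted p = 0.0364, or 0.0300 without vacuolar members), and the call was lost at an adjusted p = 0.916 with an estimated correlation. It was also lost with the ratio of Feature Extraction (median 0.02, adjusted p = 0.308), median centring (0.09, 0.556), a dye intercept (0.03, 0.844), no background correction (0.02, 0.125) and Benjamini-Yekutieli (0.139). With the labels 39 of 70 were higher (camera adjusted p = 0.818), and the list passed without replicate 3 (median 0.05, adjusted p = 0.0132) and had a median of -0.03 without replicate 1 (adjusted p = 0.737) and of 0.01 without replicate 2 (adjusted p = 0.946). Its adjusted p under the arrangement of the deposited table was 0.201 without array 4, and without extracts A, B and C in turn it was 0.773, 0.501 and 0.0012.

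Other groups related to mitochondria did not pass. The mitochondrially encoded respiratory chain had 15 of 24 members higher in the ectoderm progenitors in the authors' deposited table, with 1 called there, cytochrome oxidase subunit i, and 0 in the rest (cameraPR adjusted p = 0.165). Adjusted over the list alone 3 and 4 members were called in the authors' deposited table. Mitochondrial ribosomal proteins had 28 of 69 members higher in the ectoderm progenitors in the authors' deposited table, with 0 called there and 1 in the rest, S18A at -0.32 (cameraPR adjusted p = 0.300). These were 3 and 11 when adjusted over the list alone. Ion transport had 66 of 116 members higher in the ectoderm progenitors in the authors' deposited table with 3 called there and 0 in the rest, 8 and 2 adjusted over the list alone (cameraPR adjusted p = 0.165). Generation of precursor metabolites and energy had 66 of 116 in the authors' deposited table with 1 and 0 called, 9 and 7 adjusted over the list alone (cameraPR adjusted p = 0.303). The study chose these last lists on the same samples, so their counts are not independent evidence.

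The 10 in situ hybridisation targets were also chosen by the study on these samples, and their counts are not independent evidence. Among them 7 were called higher in the ectoderm progenitors and 3 in the rest in the authors' deposited table, over all targets and also when adjusted over the list alone, and cameraPR gave an adjusted p of 4.04e-08, or 0.393 on ranks. In the refit under the arrangement of the deposited table, 6 of 7 matched members were higher in the ectoderm progenitors (camera adjusted p = 2.63e-05), with adjusted p = 0.916 with an estimated correlation. Serine proteases and peptidases had 133 of 264 members higher in the ectoderm progenitors in the authors' deposited table with 2 called there and 0 in the rest, a serine protease at 0.44 and cathepsin b, a lysosomal peptidase, at 0.36 (Contig0898). In the authors' deposited table, 7 and 6 were called when adjusted over the list alone (cameraPR adjusted p = 0.814). Zinc finger proteins had 56 of 120 higher in the authors' deposited table with 0 called in either direction and 1 and 3 adjusted over the list alone (cameraPR adjusted p = 0.967). The study chose this pair of lists on these samples as well, and they are not independent evidence.

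No list of housekeeping genes passed. In the authors' deposited table, 67 of 137 cytosolic ribosomal proteins, 47 of 97 translation factors, 126 of 255 cytoskeletal targets and 43 of 103 proteasome and ubiquitin targets were higher in the ectoderm progenitors, with 0 called in either direction. Adjusted over the list alone the calls in the authors' deposited table were 1 and 1, 4 and 2, 4 and 1, and 4 and 1 (cameraPR adjusted p of 0.944, 0.967, 0.814 and 0.973). Of the larger groups, 277 of 593 RNA binding and splicing targets, 86 of 197 histone and chromatin targets and 135 of 268 vesicle and lysosome targets were higher in the ectoderm progenitors in the authors' deposited table, with 2 and 5, 2 and 2, and 0 and 2 called in the ectoderm progenitors and in the rest. Adjusted over the list alone these were 12 and 32, 6 and 12, and 1 and 5 in the authors' deposited table (cameraPR adjusted p of 0.823, 0.814 and 0.993). Chaperones had 35 of 66 members higher in the ectoderm progenitors and 1 called in the rest, heat shock cognate 70, in the authors' deposited table, with 1 and 6 adjusted over the list alone (cameraPR adjusted p = 0.944).

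Yolk and lipid storage had 2 of 13 members higher in the ectoderm progenitors in the authors' deposited table, with 0 called over all targets and 0 adjusted over the list alone (cameraPR adjusted p = 0.814). The list matched by cuticle, chitin and chorion words had 58 of 110 members higher in the authors' deposited table, with 0 and 2 called, the latter being the replication licensing factor and proliferating cell nuclear antigen, and 0 and 3 adjusted over the list alone (cameraPR adjusted p = 0.823). Retroelements had 155 of 309 higher in the authors' deposited table with 0 and 1 called, and the same counts adjusted over the list alone (cameraPR adjusted p = 0.823). Markers of tissues foreign to this stage had 8 of 19 muscle, 5 of 7 haemolymph and hepatopancreas and 5 of 11 neural members higher in the ectoderm progenitors in the authors' deposited table with 0 called. A muscle member was called in the ectoderm progenitors when adjusted over the list alone, 1 in all, and cameraPR on the authors' deposited table gave adjusted p of 0.823, 0.823 and 0.944. In the refit no list was called with the labels, where the lowest camera adjusted p was 0.415, for zinc finger proteins and for precursor metabolites, and the lowest with an estimated correlation was an adjusted p of 0.825.

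**Figure D1:**
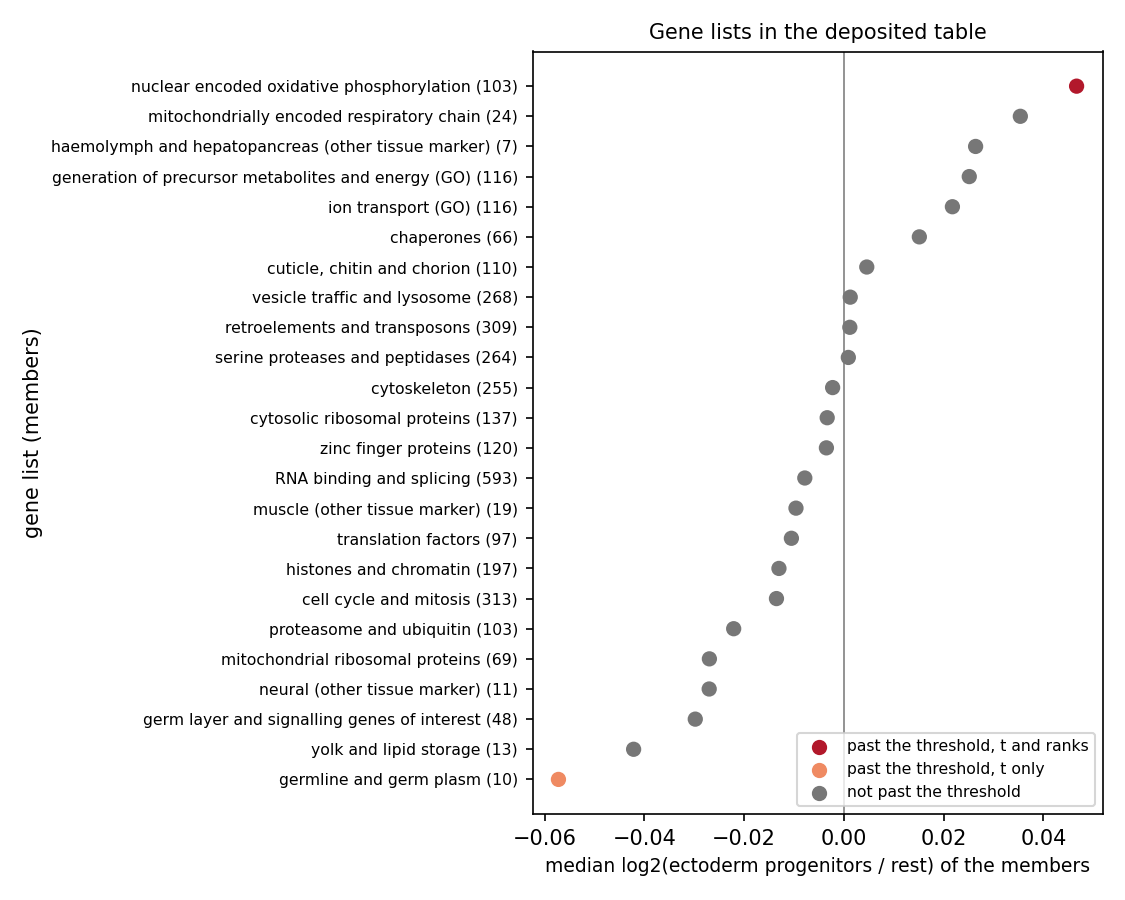
Median log2 ratio of ectoderm progenitors over the rest for the members of each gene list in the authors' deposited table, on the horizontal axis, with the number of members in brackets and the in situ targets left out. Red marks nuclear encoded oxidative phosphorylation, at 0.05 the list past the cameraPR threshold on t and on ranks, and orange marks the germline list, at -0.06 past it on t alone. In the refit under the arrangement of the deposited table the germline list had a mean of -0.06 and a median of 0.01, which turned negative with other normalizations.

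The refit asked how many targets differed between the pools when the 3 biological replicates set the error. With the labels limma called 0 targets higher in the ectoderm progenitors and 0 higher in the rest among 9101, with 79 at an unadjusted p under 0.05 where chance gives 455. The spread between technical arrays also gave 0 and 0, with 649 at an unadjusted p under 0.05. By the rule for named genes a serine protease had 0.09 ± 0.05 and a homologue of protective antigen 4d8 had -0.15 ± 0.09 (SD, n = 3, limma adjusted p = 1.000 for each) with the labels, the same sign on all 7 labelled arrays, and did not pass. Under the arrangement of the deposited table limma called 0 and 0 with 366 at an unadjusted p under 0.05 and a smallest adjusted p of 0.210. With the spread between technical arrays alone it called 263 targets higher in the ectoderm progenitors and 381 higher in the rest, with 1914 at an unadjusted p under 0.05. Leaving out labelled replicate 3 gave 36 and 73 targets, and leaving out extract C gave 38 and 23.

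Of the 45 matched calls of the deposited table, 32 had the same direction in extracts A, B and C, 35 had an unadjusted p under 0.05, 0 passed the limma test over the extracts, a fit that recovered 5% of simulated changes of 0.5, and 45 passed with the spread between technical arrays. That last count was close to fixed in advance, since the deposited t correlated at 0.992 with the t from this spread. With the labels 0 of the 45 had the deposited direction in all 3 replicates. This was close to fixed in advance, since arrays 6 and 7 of labelled replicate 3 nearly repeated the Cy5 over Cy3 ratios of arrays 1 and 3. Those pairs correlated at r = 0.943 and 0.957, and the labels turn the sign between them. The deposited direction held for 41 calls in extract A, 41 in extract B and 37 in extract C, but each extract had a part in choosing the calls. Vacuolar ATP synthase subunit h (zamn07_K21_085) had log2 ratios of 0.82, 0.84 and -0.17 in extracts A, B and C (0.50 ± 0.58, SD, n = 3, limma adjusted p = 0.997). Among the calls, chosen after their values were seen, a predicted hypothetical protein had -0.39, -0.81 and 2.68 and zaFBplate1_F10_043_R had -0.45, -0.32 and 2.47 in extracts A, B and C, so extract C alone set their positive mean. Of the 45 calls, 28 lay above the antisense cut-off, 37 were well above background on all arrays and 7 had a saturated spot on at least 1 array.

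**Figure D2:**
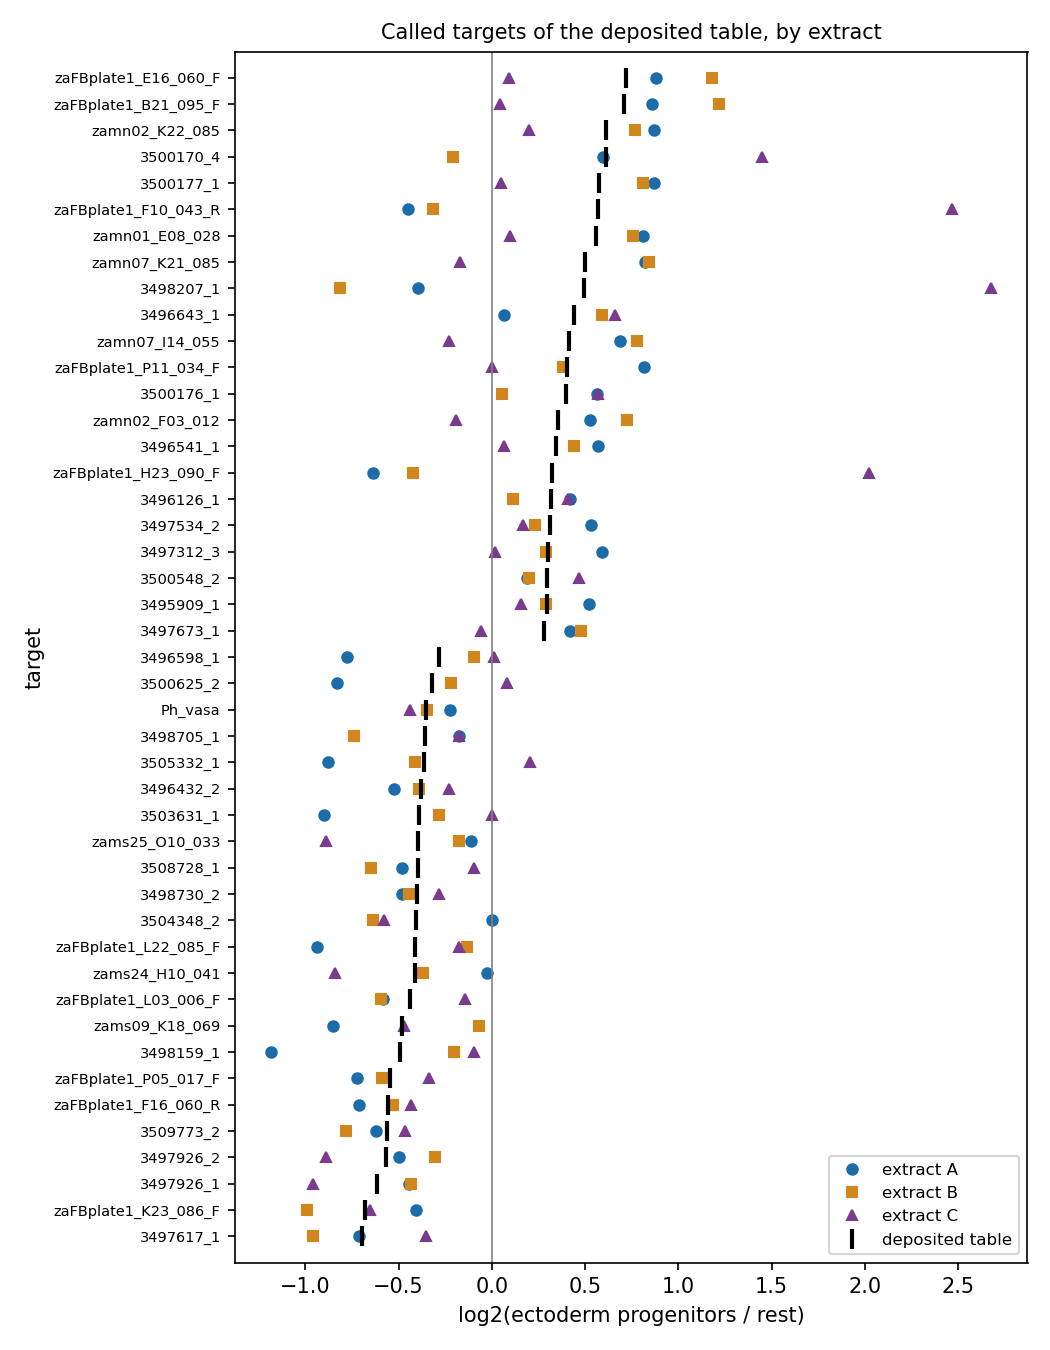
Log2 ratio of ectoderm progenitors over the rest, on the horizontal axis, for the 45 called targets of the authors' deposited table that were matched by name, with a symbol for each of extracts A, B and C and a bar for the deposited value. Ph_vasa lies at -0.22, -0.35 and -0.44, and 32 targets have the same sign in all 3 extracts.

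Agreement between biological replicates was low under either arrangement. With the labels the log2 ratio of ectoderm over rest correlated across 9101 targets at r = 0.225 between replicates 1 and 2, r = -0.473 between 1 and 3 and r = -0.343 between 2 and 3, and over 1396 targets above the antisense cut-off at 0.403, -0.796 and -0.536. Under the arrangement of the deposited table the values were 0.253 between extracts A and B, -0.155 between A and C and -0.130 between B and C, and 0.468, -0.223 and -0.107 above the cut-off. Targets are not independent replicates, so no p is attached. The same sign was shared by all 3 replicates for 17.6% of targets with the labels and by all 3 extracts for 22.9%, where chance gives 25%. Above the cut-off the median SD between technical arrays was 0.16 with the labels and 0.07 under the arrangement of the deposited table, and the median SD between replicates was 0.19 and 0.20.

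**Figure D3:**
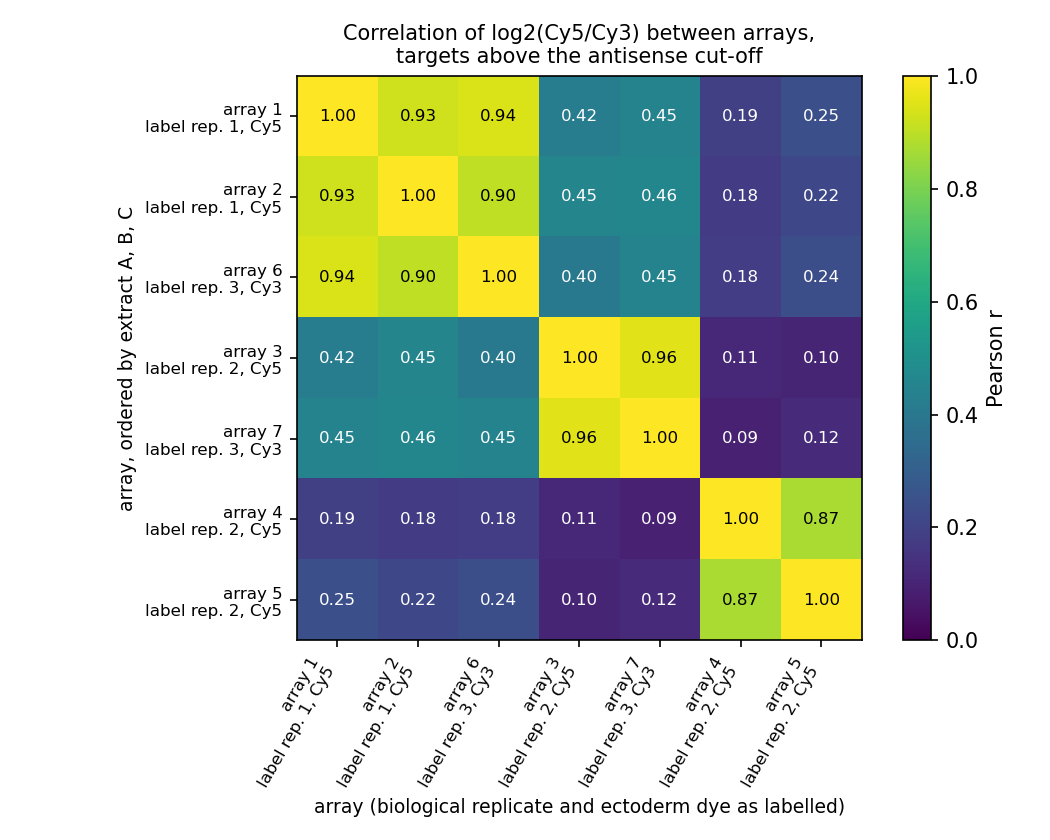
Pearson correlation across targets above the antisense cut-off of the log2 ratio of Cy5 over Cy3 between each pair of the 7 arrays, ordered by extracts A, B and C, with the labelled replicate and ectoderm dye beside each array. Pairs within an extract lie between 0.873 and 0.957 and pairs from different extracts between 0.0929 and 0.461.

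Dye orientation and biological replicate 3 coincide in the labels and cannot be told apart, and neither can dye orientation and extract C under the arrangement of the deposited table. The contrasts between these sides take their error from technical arrays alone, which leaves out the spread between replicates. In the simulation, where the spread was larger than that of these arrays, that error called 1494 of 8901 unchanged targets for the mean over extracts. The counts of the contrasts therefore do not show a dye difference. The contrast of replicates 1 and 2 against replicate 3 with the labels called 358 targets with the spread between technical arrays, 132 positive and 226 negative, and the ratio of Cy5 over Cy3 differed from 0 over the 3 replicates for 70 targets. Under the arrangement of the deposited table the contrast of extracts A and B against C called 995 targets, 373 positive and 622 negative, and limma called 0 targets for the ratio of Cy5 over Cy3, with 801 at an unadjusted p under 0.05. By that arrangement labelled replicate 3 shares extract A with replicate 1 and extract B with replicate 2. The count of 70 with the labels then does not rest on 3 independent replicates. A ubiquitin-conjugating enzyme (zamn03_H07_026), chosen after its values were seen, had 1.04, -0.24 and 2.10 in extracts A, B and C under the arrangement of the deposited table.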

Values the study reported

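The study reported 33 RNAs found mainly in the pool of ectoderm progenitors at an adjusted p-value cut-off of 0.05. Its array drew on 9042 ESTs, and assembly left 6386 contigs and singletons together.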

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

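All tests in this part looked for samples far from the others by a rule fixed in advance, and no further test was chosen after these results were seen.

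Array 4 stood far from the others in signal. Its mean Spearman correlation of signal with the other arrays was 0.684, while the others lay between 0.877 and 0.894, and it was the only array to stand apart in any of 8 array measures. No biological explanation was tested for it. Ph_Wnt-Gr3 on array 3 had a log2 ratio of Cy5 over Cy3 of -0.0254 where the other arrays lay between -0.16 and -0.11, and its signal was below the antisense cut-off. It was 1 of 31 named targets with an array far from the others, and chance gives about 1.55 at 1 in 20.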

How the results depend on the processing

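The settings under the arrangement of the deposited table, the removal of array 4, outlier spots kept, the list without vacuolar members and cameraPR on deposited values were chosen after the data were seen, and the others before. No separate paired analysis was run, because both pools lie on each array and the pairing is already inside the log2 ratio. With the labels, counts of called targets stayed at 0 in each direction under all settings but the removal of a replicate, where they ranged from 0 to 36 for the ectoderm progenitors and from 0 to 73 for the rest, the highest without replicate 3. Called lists numbered 0 with the labels, 1 with median centring, 1 above the antisense cut-off, 1 with targets well above background on 4 arrays, 0 to 2 with replicates left out, 2 under the arrangement of the deposited table and 3 with cameraPR on deposited values. Mean agreement was -0.197, ranged from -0.473 to 0.225 with replicates left out, and was -0.0107 under the arrangement of the deposited table. The dye contrast of 358 targets became 1 with Benjamini-Yekutieli, 76 with the ratio of Feature Extraction, 7178 with median centring, 588 with targets well above background and 995 under the arrangement of the deposited table, where these settings gave 195, 1548, 3072 and 1859. The correlation with the deposited log2 values was -0.132 with the labels and 0.993 under the arrangement of the deposited table, where it fell to 0.868 on background-subtracted signals, 0.901 with no background correction, 0.675 with the ratio of Feature Extraction and 0.514 with median centring. Under that arrangement, calls for the ectoderm progenitors and the rest went from 0 and 0 to 263 and 381 with the spread between technical arrays, 58 and 50 with 7 independent arrays, 16 and 12 with a dye intercept, and 0 to 38 and 0 to 23 with extracts left out, the highest without extract C. For the rest alone they were 11 with duplicateCorrelation, 12 with the slide as a block and 29 with median centring. Called lists, 2 there, numbered 1 with a dye intercept, 1 with Benjamini-Yekutieli, 1 with no background correction, 0 with the ratio of Feature Extraction, 4 with median centring, 1 without array 4 and 1 to 2 with extracts left out, and agreement ranged from -0.155 to 0.253. The cause was not tested for any of these, except that the spread between technical arrays leaves out the spread between replicates by construction. Within either arrangement no single target or list of the refit turned its sign while past its threshold. Signs were not compared in this way between the arrangements or with the deposited values. The germline list, for instance, passed toward the rest with cameraPR on deposited values (median -0.06) and had a refit median of 0.03 with the labels. Of the single targets, 1659 values stayed with the labels, 24 moved and 2 passed, and under the arrangement of the deposited table, 1592 stayed, 49 moved and 44 passed. A value that stayed did not cross the threshold, and a change of sign within the SD between replicates counted as staying. A value that moved changed its sign by more than that SD without passing. Of the lists 457 stayed, 3 moved and 5 passed with the labels, and 438 stayed, 13 moved, 4 passed and 10 were lost under that arrangement. For lists the sign was the direction of the camera test, and the SD was that of the list median. Signal over background limits all of this, since 1396 of 9101 targets lay above the antisense cut-off.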

Other observations

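The tests of the array arrangement and of the calls of the deposited table were chosen after their results were seen, as were the looks at control spots, saturated targets and members of the cell cycle list, and the tests of the oxidative phosphorylation list were chosen before.

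The cell cycle list did not pass as a group. In the authors' deposited table, 138 of 313 cell cycle and mitosis targets were higher in the ectoderm progenitors, 1 was called there and 2 in the rest, and adjusted over the list alone 9 and 25 were called (cameraPR adjusted p = 0.713). The called members in the rest were a homologue of spindle pole body component 24, a kinetochore protein, at -0.49 and proliferating cell nuclear antigen at -0.29 (Contig0867) in the authors' deposited table. Cyclin A, which drives entry into S phase and mitosis, was at -0.25 (adjusted p = 0.121) and cell division cycle 20, an activator of the anaphase-promoting complex, at -0.24 (adjusted p = 0.0825) in the authors' deposited table, and neither passed. The spindle pole target had -1.18, -0.20 and -0.09 in extracts A, B and C (-0.49 ± 0.60, SD, n = 3, limma adjusted p = 0.997).

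The brightest targets leaned to the ectoderm progenitors. Of 73 tested targets with a saturated spot, 68 were higher in the ectoderm progenitors in extract A, 63 in extract B and 57 in extract C (two-sided exact sign test, p = 3.42e-15, 1.55e-10 and 1.53e-06), with median log2 ratios of 0.62, 0.35 and 0.08 under the arrangement of the deposited table. Targets are not independent replicates, and a saturated spot compresses its ratio. In the authors' deposited table, 6 of 56 rows of manufacturer controls passed the threshold, 5 viral E1A control rows at -0.46 to -0.96 and the bright corner spots at 0.35, and 0 antisense rows did.

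The refit over biological replicates called 0 targets higher in the ectoderm progenitors at adjusted p under 0.05 by limma, with 79 of all targets at an unadjusted p under 0.05 with the labels and 366 under the arrangement of the deposited table, where the spread between technical arrays with Benjamini-Yekutieli gave 77 for the ectoderm progenitors and 65 for the rest over single ESTs. The count over replicates is lower than the one quoted from the study above and the count with the technical spread is higher. In the simulation the fit over replicates recovered few changes of 0.5.

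The ratios of the arrays followed a grouping other than the labels, for instance at r = 0.943 for Cy5 over Cy3 between arrays 1 and 6, which are labelled with opposite dyes and different replicates. The tables argue against gene-specific dye bias as the whole cause, since the lowest correlation within an extract exceeded the highest between extracts by 0.412. A slide batch cannot be told apart from extract A, since arrays 1, 2 and 6 made up slide 1. Pairs of different extracts on the same slide differed from pairs on different slides by -0.216 in mean correlation. All of those same-slide pairs joined extracts B and C, of opposite dye orientation, so that difference does not decide. On slide 2 the pairs within extracts B and C had r = 0.957 and 0.873, and pairs between them had 0.0929 to 0.123. These values argue against a slide batch as the whole cause on that slide. A mislabelled sample is a candidate explanation, since the labelled arrangement correlated with the deposited log2 values at -0.141 and the best arrangement, chosen for its fit, at 0.994. A regression with free weights gave 0.111, 0.111 and 0.110 to arrays 1, 2 and 6. It gave 0.165 to each of arrays 3 and 7, and -0.165 and -0.166 to arrays 4 and 5. The labelled arrangement was therefore not the one behind the deposited values. These weights do not settle which of them is right. Whether labels of arrays or of files were exchanged stays open, and no biological explanation was tested.

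The calls of the deposited table may rest on the spread between technical arrays as their error, since over 4999 targets the deposited t correlated at 0.992, with a slope of 1.04, with the t from technical arrays, and at 0.897 to 0.946 with the t from other errors. A dye effect left after normalization stays open too, since of 840 targets called from extracts A and B with the spread between technical arrays 334 (39.8%) kept their direction in extract C, where the dyes are turned, against 56.7% and 64.8% for extracts A and B held out, and the low share came from the rest (186 of 559) more than from the ectoderm progenitors (148 of 281). Earlier tests were set aside and replaced after they were seen, the direction of the matched calls in extract C (82.2% as deposited) because that extract had helped to choose them, and the count of matched calls that passed over the extracts because simulated changes of 0.5 were recovered at 5%. The 3 extracts allow 4 sign patterns, too few for a share under 0.05, and 3 of the 4 gave at least the 644 targets of the real pattern with the spread between technical arrays, the highest other being 1249 with extract C unturned. Unequal sharing of these RNAs between the progenitors stays among the open explanations, and the study reported measures that run in the deposited direction, namely in situ signal for a part of the targets tested, recurrence of a part of the RNAs in a separate experiment and the known expression of vasa, which were not analysed here.

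Nuclear encoded oxidative phosphorylation passed as a list in the authors' deposited table, and in the refit it passed under the arrangement of the deposited table but not with the labels (camera adjusted p = 0.818, or 0.0132 without replicate 3) or with an estimated correlation (adjusted p = 0.916 with an estimated correlation). Brightness of its members is argued against, since the list median of 0.05 lay at percentile 100 of 10000 random lists matched on average signal, of which 95% lay between -0.03 and 0.02. A dye effect left after normalization cannot be told apart from a difference between the pools, because the list lay above the median of all targets by 0.07 and 0.06 in extracts A and B (50 and 47 of 70 members above it, two-sided exact sign test, p = 0.000440 and 0.00558) and by -0.00563 in extract C, where the dyes are turned (31 of 70, p = 0.403). Members of a list are not independent replicates, so these sign tests do not measure the spread between extracts. An unequal share of these nuclear encoded transcripts stays open, untested apart from the dye.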
